A study of Homo sapiens with 6 samples.

How the data were processed

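Poly-A RNA was sequenced from ARPE-19 cells, an established human line derived from the retinal pigment epithelium (RPE), 4 days into the expression of introduced open reading frames. Per the labels, 3 libraries came from cells expressing GFP, a fluorescent protein that served as the control here, and 3 from cells labelled OSK. The labels do not spell out OSK. In common usage it stands for POU5F1 (OCT4), SOX2 and KLF4, and the 3 genes were read as the delivered factors on that basis. Libraries are named by group and replicate number, as in GFP-1.

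RNA was extracted with TRIzol, enriched with oligo-dT beads and made into libraries with the NEBNext Ultra II kit, per the labels' protocols. The authors deposited one table of raw gene counts for all 6 libraries, made with featureCounts, per the name of the deposited table. The aligner, genome build, annotation, use of strand and treatment of reads that match several genes are not stated. Coordinates are therefore not given, and counts of genes with near-identical copies or overlapping neighbours are uncertain. For the named genes, exon overlap in GENCODE release 29 is given beside the values where it reached 10% of the exonic length, a limit chosen after the overlaps were seen, or lay on the same strand. Other named genes, POU5F1 (8.56%) and SLC7A11 (8.97%) among them, had smaller overlaps on the opposite strand. A delivered open reading frame and the cell's own copy of the gene are not told apart in such counts.

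The table held 60605 rows, of which 20014 were named only by an Ensembl identifier. Every row had a name. The row of ANK2 held 5 values and was left out, because its values could not be assigned. A further 1197 rows repeated an earlier name and were kept as separate rows. All rows with a repeated name, the first of each included, held 0.0256% of all reads. No column was without a sample.

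Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion, TMM factors, the default expression filter and no covariate. P-values are two-sided and were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. The filter kept 14782 genes, which held 99.9% of the reads, and left out 45822 rows. Values per library are CPM, counts relative to the library total as scaled by the TMM factor. Standard errors of log2 fold changes were derived from the F statistic. The common dispersion corresponded to a coefficient of variation between replicates of 8.55%.

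Genes to be named were fixed by a rule before the data were examined. The rule took POU5F1, SOX2, KLF4, MYC and GSTA4, the last because the series title names it. It added the 8 largest rises and 8 largest falls among significant genes with a symbol, no overlap between the groups and a mean of at least 5 CPM in the higher group. It also took the 3 smallest p-values in each direction among genes changed more than 2-fold, and up to 4 members of each gene list with the smallest adjusted p. Some genes that the rule selects are not reported here.

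Also before the data were examined, 12 gene lists were written from general knowledge: delivered factors, glutathione S-transferases, NRF2 targets, other antioxidant enzymes, RPE markers, epithelial, mesenchymal and pluripotency markers, proliferation, p53 targets, interferon-stimulated genes and inflammatory secreted factors. They were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the 12 lists. The rotation test fry and an estimated correlation were alternatives. Principal components were taken from log2 CPM with a prior count of 2 over the 500 most variable tested genes.

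Total counts ranged from 24306009 to 25104556 per library. At this depth a count of 3, the upper limit that a count of 0 allows, corresponded to between 0.119 and 0.123 CPM before TMM scaling. This limit covers counting error only, since the reads carry no molecular identifiers. A fold change against a group whose 3 libraries all lay at or under 3 counts is given as a lower bound, set against a level of 3 counts in each. It is not a confidence limit, since an observed count above 0 allows a level above 3 counts.

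Replicates were compared for duplicate deposits by a chi-square of their counts over genes. The statistic per degree of freedom was between 7.07 and 14.3 within the GFP group and between 5.29 and 14.2 within the OSK group, so no pair of libraries agreed within sampling noise.

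On simulated counts for 14567 genes, drawn from the real means and library sizes with 200 genes changed, the edgeR test recovered 91% of the changed genes. It recovered 96.7% of those changed by 2-fold or more, and 6.67% of its calls were false. Of 200 simulated lists of 25 unchanged genes, camera gave an unadjusted p under 0.05 for 4% and fry for 6%. Genes were drawn independently of each other, so these shares do not test lists whose genes move together. The 200 changed genes were also far fewer than the 7482 called in the data.

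Alternatives set before the data were examined were DESeq2 size factors, upper-quartile factors, library size alone, no filter on low counts, a mean of at least 10 counts, the Wald test of DESeq2 1.42.0, limma-voom, a replicate block, removal of the 3 delivered genes, an adjusted p under 0.01, glmTreat against a fold change of 1.5, and leaving out each library in turn. For the principal components they were all tested genes, a prior count of 0.5 and library size alone. A pair of corrections was added after the data had been seen. One removed trends with GC content and length, taken from GENCODE release 29 by gene symbol, which may differ from the annotation behind the counts. The other subtracted a share of the OSK level from GFP-2 and GFP-3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.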

Results

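Gene expression was measured by poly-A RNA-seq in ARPE-19 cells expressing GFP (3 libraries) or the OSK factors (3 libraries) for 4 days. The series describes this comparison as a step towards nominating candidate genes from those that change. Total counts were 24306009, 24900021 and 24841348 in GFP-1, GFP-2 and GFP-3, and 24336746, 25104556 and 24940226 in OSK-1, OSK-2 and OSK-3. The group means, 24682459 ± 327333 for GFP and 24793843 ± 404295 for OSK (SD, n = 3), did not differ by a two-sided exact permutation test (p = 0.5). With 3 libraries against 3, that test cannot give a p below 0.1.

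Some measures of library composition did not overlap between the groups. The share of reads on mitochondrially encoded genes was 1.26% ± 0.207 in GFP and 1.90% ± 0.103 in OSK, and the share taken by the 10 most abundant genes was 7.41% ± 0.0955 in GFP and 6.46% ± 0.138 in OSK (SD, n = 3; exact permutation p = 0.1 for each, the smallest possible). TMM factors were 0.964 ± 0.00468 in GFP and 1.04 ± 0.00346 in OSK (SD, n = 3). Other measures overlapped. The share on ribosomal protein genes was 6.12% ± 0.350 in GFP and 5.70% ± 0.289 in OSK. The number of genes with a read was 20633 ± 350 in GFP and 21199 ± 253 in OSK (SD, n = 3; exact permutation p = 0.2 for each).

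The delivered genes were examined first, as a check of the labels. POU5F1 had 24, 106 and 120 counts in GFP-1, GFP-2 and GFP-3, against 7330, 6517 and 5127 in the OSK libraries. Its level was 3.49 ± 2.16 CPM in GFP and 246 ± 45.5 CPM in OSK (SD, n = 3), a log2 fold change of 6.14 (SE 0.47, edgeR adjusted p = 0.000454). SOX2 had 14, 65 and 66 counts in the GFP libraries and 3754, 3616 and 2898 in the OSK libraries, a log2 fold change of 6.03 (SE 0.38, edgeR adjusted p = 7.21e-05). KLF4 had 102, 150 and 142 counts in the GFP libraries and 5559, 4961 and 4096 in the OSK libraries, a log2 fold change of 5.10 (SE 0.16, edgeR adjusted p = 1.23e-08). Each of the 3 genes was higher in every OSK library than in every GFP library. The alternative that moved POU5F1 most, chosen after the data had been seen, subtracted a share of the OSK level from GFP-2 and GFP-3 and gave 6.82. Pseudogenes named for POU5F1 held 39 reads in the OSK libraries together, equal to 0.206% of the POU5F1 reads there. MYC, which is not part of OSK, fell from 105 ± 12.7 CPM in GFP to 31.9 ± 4.05 CPM in OSK (SD, n = 3), with a log2 fold change of -1.71 (SE 0.10, edgeR adjusted p = 2.59e-08).

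**Figure D1:**
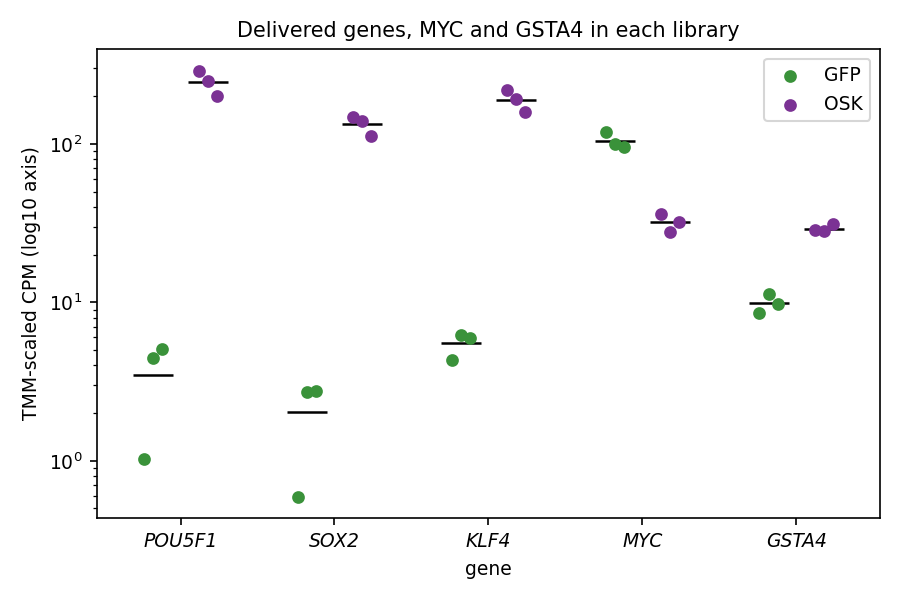
TMM-scaled CPM on a log10 axis for POU5F1, SOX2, KLF4, MYC and GSTA4; each point is 1 library (3 GFP, green; 3 OSK, purple) and each bar the group mean. GFP-1 lies below GFP-2 and GFP-3 for POU5F1 and SOX2, and the groups do not overlap for any of the 5 genes.

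The first principal component held 95.7% of the variance over the 500 most variable genes and separated the groups. The second held 1.82% and set GFP-1 apart from GFP-2 and GFP-3. Over all tested genes the first component held 83.1%. Correlations of log2 CPM across genes, which are not independent replicates, were between 0.990 and 0.994 within groups and between 0.939 and 0.946 between groups.

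**Figure D2:**
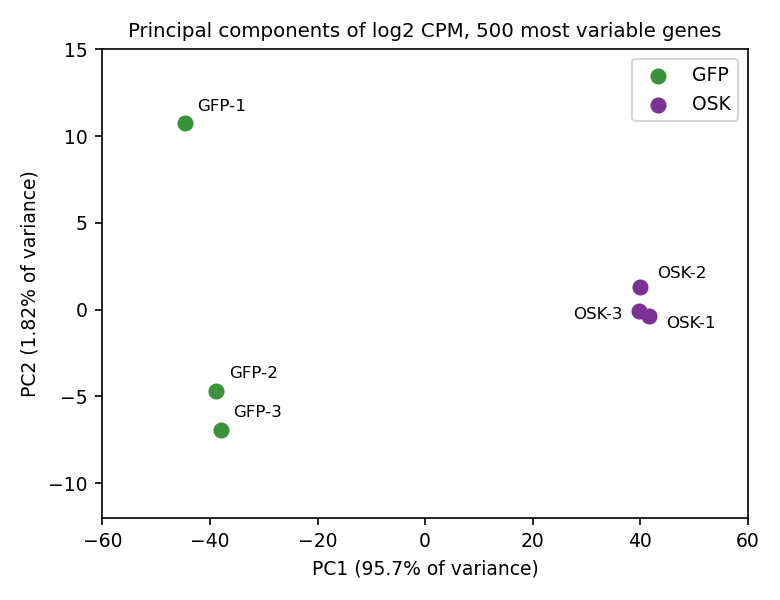
First and second principal components of log2 CPM over the 500 most variable genes; each point is 1 library (green, GFP; purple, OSK). The first component (95.7% of the variance) separates the groups, and the second (1.82%) separates GFP-1 from the other GFP libraries.

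Of 14782 tested genes, 7482 (50.6%) differed between OSK and GFP by edgeR's quasi-likelihood test at an adjusted p under 0.05, of which 3906 were higher and 3576 lower in OSK. A total of 8300 genes had an unadjusted p under 0.05. The groups did not overlap in 8641 genes (58.5%), where chance gives 10%. The split between directions depended on scaling: 52.2% of the changed genes were higher with TMM factors and 64.8% with library size alone, a setting that raised the median log2 fold change of all genes by 0.11. The count of changed genes moved most at an adjusted p under 0.01, to 5673. The median size of the log2 fold change among changed genes was 0.59.

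Changes of more than 2-fold were found in 2009 of the changed genes, 1235 higher and 774 lower. Larger changes were mostly rises: 234 genes rose and 6 fell more than 16-fold. In 158 of the higher genes all 3 GFP libraries lay at or under 3 counts, so that their fitted fold changes are not bounds, and the same held for the OSK libraries in 3 of the lower genes.

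Among the 8 largest rises named by the preset rule, 4 started from GFP libraries at or under 3 counts. CPAMD8 was at least 87.3-fold higher in OSK, LINC00437 at least 53.8-fold, LINC02582 at least 49.9-fold and P2RX3 at least 47.5-fold. CPAMD8 had 2, 3 and 2 counts in the GFP libraries, close to the level of 3 counts that its bound is set against. The other 4 had more reads in GFP. PI16 rose from 0.657 ± 0.276 to 74.0 ± 6.97 CPM (SD, n = 3; log2 fold change 6.80, SE 0.17, edgeR adjusted p = 8.70e-13). The log2 fold changes of FAM20A, AZGP1 and BTLA were 6.91, 6.79 and 6.77. These 4 values rest on few GFP counts, between 1 and 35 per library. FAM20A and BTLA each depended on 1 GFP library. Without GFP-3, the other GFP libraries held 1 and 2 counts of FAM20A, which was then at least 178-fold higher in OSK. Without GFP-2, the others held 3 counts each of BTLA, and the OSK mean was 185-fold the level of 3 counts. That value is no lower bound, since both libraries lay at the level it is set against. Subtracting a share of the OSK level from GFP-2 and GFP-3 gave log2 fold changes of 8.08 for PI16, 7.97 for FAM20A, 8.09 for AZGP1 and 7.64 for BTLA.

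The 8 largest falls were led by CA9, from 24.8 ± 4.28 to 0.808 ± 0.331 CPM (SD, n = 3; log2 fold change -4.94, SE 0.22, edgeR adjusted p = 7.66e-10). In GENCODE release 29, 38.5% of the exonic length of CA9 overlaps exons on the opposite strand, so its count is uncertain if strand was not used. PADI2 fell from 126 ± 10.7 to 5.66 ± 0.512 CPM (SD, n = 3; log2 fold change -4.48, SE 0.10, edgeR adjusted p = 5.06e-14). The log2 fold changes of CDH17, MYOCD, RGS7BP, NELL2 and EDN2 were -3.37, -3.21, -3.20, -2.98 and -2.88.

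The smallest p-values among rises belonged to IGFBP6, FERMT1 and SULF1. IGFBP6 rose from 53.6 ± 3.84 to 1073 ± 40.9 CPM (SD, n = 3; log2 fold change 4.32, SE 0.08, edgeR adjusted p = 1.17e-14). The log2 fold changes of FERMT1 and SULF1 were 4.92 and 4.02. Among falls PADI2 had the smallest p-value, followed by RGS7BP.

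GSTA4, a glutathione S-transferase that the series title names, had 200, 271 and 231 counts in the GFP libraries and 722, 729 and 798 in the OSK libraries. It rose from 9.83 ± 1.41 to 29.2 ± 1.59 CPM (SD, n = 3), a log2 fold change of 1.57 (SE 0.11, edgeR adjusted p = 1.12e-08). It was higher in all 3 OSK libraries than in any GFP library. By fitted fold change it ranked 739 among the 3906 higher genes, and by p-value 382 among all tested genes. Its paralogs GSTA1, GSTA2, GSTA3 and GSTA5 had 0 counts in all 6 libraries; these zeros are uncertain, since reads that match several genes may not have been counted. The alternative that moved GSTA4 most, the removal of GC and length trends added after the data had been seen, gave 1.34.

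The gene lists addressed whether genes of oxidative defence, cell identity and reprogramming moved together. Of the 12 lists, 6 passed an adjusted p under 0.05 with camera; all 6 also passed with fry, and none passed with an estimated correlation between genes. The delivered factors formed one of the 6 (camera adjusted p = 5.00e-06, 3 of 3 higher).

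The lists around oxidative defence were higher in OSK. Of 14 tested glutathione S-transferases, 8 were higher and 1 lower (adjusted over the list alone, also 8 and 1; median log2 fold change 0.28; camera adjusted p = 0.0183). Besides GSTA4, the members with the smallest adjusted p were GSTO1, GSTK1 and GSTM4, with log2 fold changes of 1.33, 0.80 and 0.90; 6.53% of the exonic length of GSTM4 overlaps its paralog GSTM2 on the same strand. Of 27 tested NRF2 targets, 16 were higher and 4 lower (adjusted over the list alone, also 16 and 4; median 0.35; camera adjusted p = 0.00252). GSR, SLC7A11, PIR and AKR1C3 led this list, with log2 fold changes of 1.99, 2.21, 2.26 and 1.56; AKR1C3 has close paralogs, so its count is uncertain. Of 26 other antioxidant enzymes, 15 were higher and 3 lower (adjusted over the list alone, also 15 and 3; median 0.30; camera adjusted p = 0.0106). GLRX, PRDX6, CAT and SELENOP led it, with log2 fold changes of 2.42, 1.11, 1.02 and 1.80; 36.1% of the exonic length of SELENOP overlaps another gene on the opposite strand. The medians of these 3 lists were larger than the shift of 0.11 between TMM scaling and library size alone. That shift is upwards, so it could not have removed these rises. Upper-quartile factors shifted the median of all genes the other way, by -0.0185, which is smaller in size than the 3 list medians.

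Interferon-stimulated genes gave the smallest list p-value with camera at the preset correlation, though not with fry or an estimated correlation. Of 33 tested members, 27 were higher and 1 lower in OSK (adjusted over the list alone, 28 and 1; median log2 fold change 1.33; camera adjusted p = 1.26e-10). The log2 fold changes of DDX60, TRIM22 and PARP9 were 3.16, 1.23 and 1.23; 10.7% of the exonic length of TRIM22 overlaps another gene on the same strand. Mesenchymal markers were lower. Of 29 tested members, 3 were higher and 17 lower (adjusted over the list alone, also 3 and 17; median -0.76; camera adjusted p = 1.23e-07). TGFBI, LOX and PDGFRB fell, with log2 fold changes of -2.22, -1.28 and -1.21.

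The other 6 lists did not pass with camera. Epithelial markers went both ways: of 18 tested, 4 were higher and 9 lower (adjusted over the list alone, 6 and 10; camera adjusted p = 0.190). KRT7, KRT8 and KRT18 fell, with log2 fold changes of -1.23, -1.22 and -1.08. MARVELD3 rose to an OSK mean 50.7-fold the level of 3 counts. Its GFP libraries held 3, 3 and 2 counts, so that value is hardly a lower bound. Overlap on the opposite strand covers 16.3% of the exonic length of KRT18 and 18.1% of that of MARVELD3. With fry this list passed as lower (adjusted p = 0.00618). Of 25 tested RPE markers, 6 were higher and 8 lower (adjusted over the list alone, also 6 and 8; camera adjusted p = 0.652). STRA6 and SLC6A15 rose, with log2 fold changes of 3.82 and 0.88, and VEGFA and MITF fell, with -1.33 and -0.77.

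Only 4 of 30 pluripotency markers, the delivered factors not counted among them, had enough reads to be tested. None was higher and 3 were lower (adjusted over the list alone, also 3; camera adjusted p = 0.145, fry adjusted p = 0.00368). SALL2, LEFTY2 and DNMT3B had log2 fold changes of -0.75, -0.54 and -0.80, and PODXL did not differ (-0.06, edgeR adjusted p = 0.812). DNMT3B lay close to the threshold (edgeR adjusted p = 0.0315) and lost it in 7 alternatives. For LEFTY2, 7.32% of the exonic length overlaps another gene on the same strand. LIN28A and SALL4 had 0 counts in all 6 libraries. NANOG had 5, 0 and 2 counts in OSK-1, OSK-2 and OSK-3 and 0 in the GFP libraries, too few for a test at this depth.

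Of 39 tested proliferation genes, 10 were higher and none lower (adjusted over the list alone, 6; median 0.52; camera adjusted p = 0.112). E2F1, CCNB2, MCM6 and PCNA rose, with log2 fold changes of 1.43, 1.37, 0.72 and 0.59. The list passed in 3 of the fits that left out one library: the adjusted p was 0.00241 without GFP-1, 0.0457 without OSK-2 and 0.0323 without OSK-3. It also passed with a replicate block (camera adjusted p = 0.00268), although across genes the replicate numbers did not pair the libraries. Of 27 p53 targets, 8 were higher and 6 lower (adjusted over the list alone, also 8 and 6; camera adjusted p = 0.652). GDF15, SESN1 and DDB2 rose, with log2 fold changes of 2.89, 0.94 and 0.78, and TP53INP1 fell, with -0.58. Of 14 tested members of the list of inflammatory secreted factors, 6 were higher and 5 lower (adjusted over the list alone, also 6 and 5; camera adjusted p = 0.530). Some members are not secreted: NFKBIA acts inside the cell and ICAM1 is a membrane protein. The counts therefore cover more than secreted factors. NFKBIA and ICAM1 rose, with log2 fold changes of 1.71 and 0.89, LIF fell, with -0.91, and IL1B was at least 6.27-fold higher. For ICAM1, 23.6% of the exonic length overlaps another gene on the opposite strand.

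**Figure D3:**
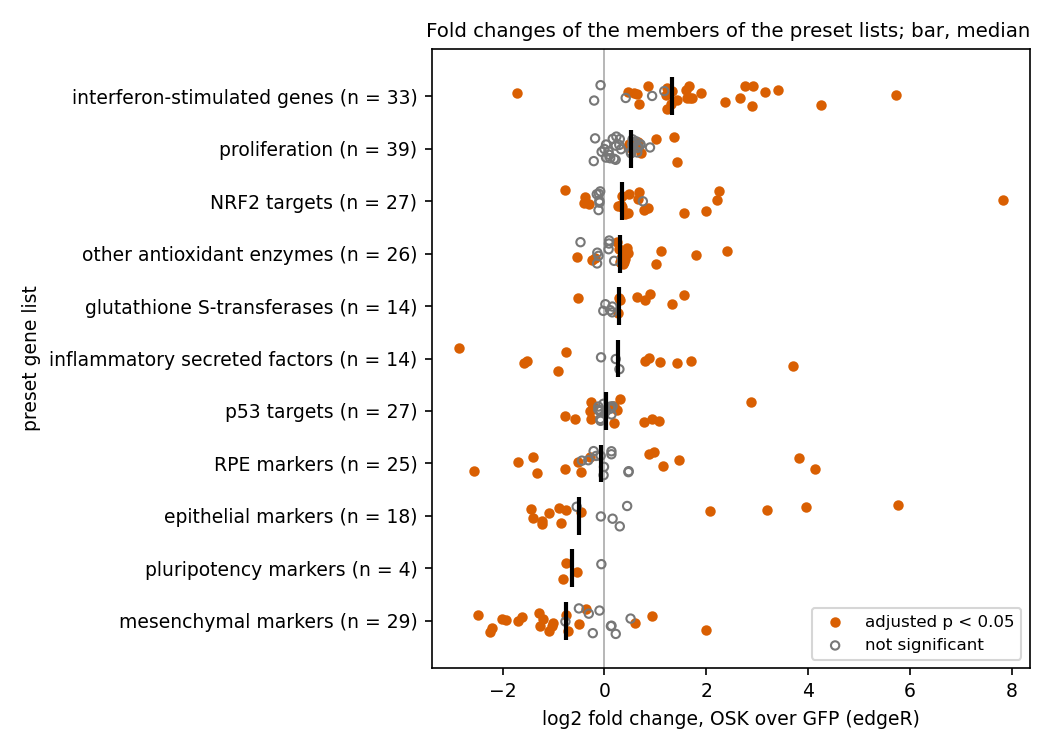
Fitted log2 fold change (OSK over GFP) of each tested member of 11 gene lists; filled points have an edgeR adjusted p under 0.05, open points do not, and bars mark list medians. Interferon-stimulated genes have the highest median (1.33) and mesenchymal markers the lowest (-0.76); members whose GFP libraries are at or under 3 counts are drawn at fitted values, which are not bounds.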

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

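The counts of changed, higher, lower and more than 2-fold changed genes stayed within 1.5 times their reported values under every alternative run. Changed genes ranged from 5673 (adjusted p under 0.01) to 7883 (no filter on low counts), and from 6553 to 7683 across the 6 fits that each left out one library. Library size alone raised the median of all genes by 0.11 and gave 64.8% higher calls, against 52.2%. POU5F1, SOX2, KLF4 and GSTA4 kept their direction and an adjusted p under 0.05 in the alternatives run for them, with GSTA4 between 1.34 and 1.68. The adjusted p under 0.01 and glmTreat were applied only to counts of genes, and the removal of the delivered genes leaves no value for POU5F1, SOX2 and KLF4.

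The same replicate numbers occur in both groups, but the numbers did not pair the libraries. Deviations from the group means correlated across genes by 0.187, 0.165 and -0.130 for numbers 1, 2 and 3. With a replicate block, 7663 genes were called, of which 7364 were also called without it, and the adjusted p of POU5F1 was 0.0124. The replicate block changed one call among the named genes and lists: the proliferation list passed, with an adjusted p of 0.00268.

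The number of lists past the threshold fell from 6 to 0 with an estimated correlation between genes and was 8 with fry, where epithelial and pluripotency markers were added. Leaving out one library gave from 6 to 7 lists, the proliferation list being the addition. For NRF2 targets the estimated correlation was -0.00741, below the preset 0.01, yet the unadjusted camera p rose from 0.000841 to 0.0200. A higher correlation between genes thus does not account for the loss in that list. The other lists that lost the threshold had estimates above 0.01. What caused the loss was not tested further.

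The share of variance on the first principal component was 83.1% over all tested genes, 92.3% with a prior count of 0.5, 96.1% with library size alone, and from 95.1% to 96.0% across the 6 fits that each left out one library. These values differ from 95.7% by more than the SD across those 6 fits, except for some of the fits themselves. The first is lower by construction, since it includes less variable genes; the cause was not tested for the others.

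Among 63 named results and 1071 alternative values, 7 became non-significant, all for DNMT3B, and 5 changed sign, all for PODXL, which was never significant. PODXL had a log2 fold change of 0.0454 with library size alone, 0.0299 with GC and length trends removed, and from -0.255 to 0.0625 across the fits that left out one library. The cause was not tested. Depth limits genes near 3 counts per library, which includes most pluripotency markers.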

Other observations

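With some exceptions, the tests here were chosen only after the result they bear on was seen. Exceptions were tests of hypoxia-inducible genes, YAP and TEAD targets, SRF and MRTF targets, interferon genes, scaling of the interferon list, and other splits. The patterns themselves were all noticed in these data.

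GFP-2 and GFP-3 held more reads of genes abundant in OSK than GFP-1 did. The POU5F1 level was 0.414% of the OSK mean in GFP-1, 1.79% in GFP-2 and 2.04% in GFP-3. Over 90 genes at least 16-fold higher in OSK with a mean of at least 100 OSK counts, GFP-2 exceeded GFP-1 by 0.634% of the OSK level (95% bootstrap interval over genes 0.481 to 1.11) and GFP-3 by 0.991% (0.820 to 1.19). Both libraries exceeded GFP-1 in 63.3% of these genes, against 35.1% of genes changed less than 2-fold. The ratio of 16 was used first. Ratios of 32, 50 and 64 were tried after that result was seen, and gave 1.11%, 1.03% and 1.09% for GFP-2 and 1.17%, 1.11% and 1.16% for GFP-3. In 50 simulations with no share added the estimate had an SD of 0.299 percentage points at a ratio of 16 and 0.0853 at 32, so the higher ratio was the more precise; the subtraction kept the ratio of 16.

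A candidate explanation is carry-over of OSK material (reads, RNA or cells) into GFP-2 and GFP-3, and the tests pointed both ways. In its direction, genes 4- to 8-fold higher in OSK had a median log2 ratio of GFP-2 and GFP-3 to GFP-1 of 0.0831 (interval 0.0201 to 0.134), where the share gives 0.0455. That interval covers genes, not libraries. The other GFP libraries gave -0.0331 over GFP-2 and -0.102 over GFP-3, so GFP-1 did not stand out most in these genes. It did in genes 8- to 16-fold higher, with 0.176 over GFP-1, -0.0904 over GFP-2 and -0.0870 over GFP-3. Against it, one share did not describe all genes within counting error: the chi-square per gene was 2.58, 1.94, 1.67 and 1.72 at ratios of 16, 32, 50 and 64. Counting error alone gives values up to 1.26, 1.32, 1.40 and 1.48 (95% limits). In simulations with replicate spread and a share of 1%, the upper ends of the central 95% range were 3.29, 1.87, 1.46 and 1.28. The misfit lay within that range at 16 and above it at 32, 50 and 64. However, the simulated share came on top of the mean of all GFP libraries, which already holds any real share. Replicate spread was taken from its trend over expression, not gene by gene. At 64 the mean estimate was 0.801% for the 1% added. The simulations therefore cannot decide whether replicate spread explains the misfit. Genes 4- to 8-fold lower in OSK were also higher in GFP-2 and GFP-3, with a median of 0.11 (interval 0.000601 to 0.331). The median of the other GFP libraries over GFP-2 was -0.109 in these genes. Genes 2- to 4-fold lower in OSK gave 0.0558 over GFP-1 (interval 0.0115 to 0.0857). A small share of OSK material gives -0.00933 and -0.00685 for these sets of genes, so it does not account for their rise. A partial OSK-like state of the same size may give as little. These values do not separate the explanations, and both stay open. Larger libraries are argued against by the ratio of summed counts, 1.25, where library sizes give 1.02. Whether carry-over in one share of the average OSK library describes the excess in full or in part stays open, as does its contribution. Subtracting the share gave 7492 changed genes, of which 7473 were called without it.

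CA9, VEGFA, EDN2 and SPAG4 were lower in OSK, and a list of 30 other hypoxia-inducible genes was written before their values were seen; the value of ADM was seen between writing the list and testing it. The list was lower as a set (camera adjusted p = 3.08e-08, fry adjusted p = 0.00225, each over the 3 lists tested in this way), with 19 members lower and 1 higher and a median log2 fold change of -0.63. With an estimated correlation the adjusted p was 0.192. The 4 genes stayed lower under library size alone, at -1.23 or below. They were picked for being lower by more than that setting shifts, so they do not test scaling. The list of 30 other genes had a median of -0.52 under library size alone, where the median of all genes was 0.11. This argues against scaling for the list. The result is consistent with lower expression of hypoxia-inducible genes in OSK. Whether the factors or a difference in cell density or oxygen between cultures underlies it was not tested.

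THBS1, CCN2 and TGFBI were also lower. Lists of other targets were lower as sets both for YAP and TEAD (camera adjusted p = 6.43e-06, 17 of 24 lower and 5 higher) and for SRF and MRTF (camera adjusted p = 3.58e-05, 16 of 19 lower and 1 higher). With fry the adjusted p-values were 0.00142 and 0.00577, and with an estimated correlation 0.192 and 0.264. Of the 3 lists chosen in this way, all 3 passed with camera and fry and none with an estimated correlation. Lower activity of either group of factors may underlie the pattern, and the lists do not separate them.

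Interferon-stimulated genes were higher in OSK. Of 22 interferon genes in the table, no OSK library had more than 3 reads for any, and the largest GFP count was 6, so no rise of an interferon gene in OSK was detectable at this depth. Interferon made by the same cells stays open, since few transcripts may be enough, an earlier pulse may have passed, and reads that match several of the near-identical IFNA genes may not have been counted. The count of IFNB1, 0 in every library, was seen before this test was run but after it was set. Scaling moves all genes of a library alike, and is argued against by the median of the list, 1.32 above that of all genes under library size alone. A general inflammatory response stays open: the inflammatory list went both ways (camera adjusted p = 0.530). A response to the delivery of the factors, or to the factors themselves, could not be separated by this design.

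The comparison as a whole was checked against technical explanations. Of the 10 splits of the 6 libraries into equal groups, 1, the real one, gave as many genes. The other 9 gave 0 at an adjusted p under 0.05 and between 39 and 273 at an unadjusted p under 0.05. Each of those 9 has GFP and OSK libraries in both arms, so the group difference adds to the spread within arms. Their low counts therefore do not test a technical explanation. A share of 0.1 is the smallest that 10 splits can give. Removing GC and length trends left 7373 genes, among them 87.2% of the original calls, which argues against those trends as the whole cause. Depth is argued against by a difference in mean total count of 111383 counts, less than the SD within groups.

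Proliferation genes were highest in replicate 1 of each group. Their median log2 deviation from the group mean was 0.38 in GFP-1 and 0.33 in OSK-1, at percentile 100 of 10000 random lists matched on expression in both. Those lists were not matched on correlation between genes, which was estimated at 0.857 for the proliferation list. Medians of correlated genes vary more, so the percentile does not measure the strength of a shared replicate effect. A growth state shared by same-numbered libraries is a candidate explanation, but the same number leads both groups in 33.3% of cases by chance, so it cannot be told apart from coincidence with 3 libraries per group.

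Pseudogenes named for POU5F1 held 39 reads in OSK and 1 in GFP, or 0.206% of the POU5F1 reads in OSK. Reads shared with the delivered gene may explain them, but transcription of the pseudogenes cannot be told apart at these counts.

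Some commonly expressed genes had almost no reads: NUSAP1 and IRF9, picked after their values were seen, had between 0 and 7 per library. In GENCODE release 29, protein-coding genes with at least 40% of their exonic length overlapping another gene on the same strand reached a mean of 10 reads in 19.2% of cases (195 of 1015), against 58.9% of genes with no overlap (6504 of 11040; Fisher's exact p = 5.90e-136). With overlap on the opposite strand alone the share was 57.8% (141 of 244). The pattern is consistent with reads lost where genes overlap on the same strand, so low counts of such genes may not reflect low expression.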
